A study of Schmidtea mediterranea with 12 samples. Its data were reported in "Nuclear receptor NR4A is required for patterning at the ends of the planarian anterior-posterior axis" (2019).

How the data were processed

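RNA-seq libraries were made from hand-resected pieces of the planarian Schmidtea mediterranea (asexual strain CIW4, starved before surgery). The 12 libraries form 4 groups of 3. In uninjured animals, the piece of the head tip that holds the anterior pole and the tissue flanking it were taken. In regenerating animals, which had been cut across just behind the eyes, the matching pieces of the anterior blastema (the new tissue at the wound) were taken 72 hours after amputation. RNA was extracted with TRIzol and polyA libraries were prepared with the TruSeq version 2 kit. The labels name a different sequencing run for each state, so levels were not tested between states. Ratios of levels between states enter only the closing tests of carried-over tissue, where they carry the difference between runs.

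The authors trimmed reads (Trimmomatic 0.32 after CASAVA 1.7.0), aligned them to the dd_Smed_v4 transcriptome with bowtie 1 and its best option, and deposited raw read counts per transcript, 1 table per state. How reads matching several transcripts were counted, and with which program, is not given in the sources used here. The authors also deposited a DESeq comparison table for each state, which holds a fold change as a ratio, its log2 value, and p-values with their adjusted form. Those tables were used to count the calls they hold, to compare them with the calls made here and to give their values for pitx and islet1, and the group means they also hold were not used.

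Each table held 38637 rows that name a feature, of which 38633 were transcripts from 26401 numbered contigs. In total, 4830 contigs had several transcript rows. Such rows can share reads, so values of a single row of these contigs are uncertain, and counts summed over each contig were run as an alternative. A row for unidentified features held at most 133 counts in any library (5.79e-04%) and stayed out of library sizes and tests. Gene names were taken from the pairing of contigs and names in the paper and its supplementary lists, because the tables hold none. Most are names of the best-matching protein of another species. Names were at hand for 642 of the 17773 contigs tested in uninjured animals and 647 of the 17106 tested in regenerating animals, and those lists had been chosen mostly for enrichment in the pole. Accordingly 154 of the transcripts called higher in uninjured pole pieces had a name but only 5 of those called lower, against 125 and 29 in regenerating animals.

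Library totals ranged from 19588705 to 27687143 counts, and 99.8 to 99.9% of them fell in the transcripts tested. Raw counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit and test, TMM scaling, the default expression filter, Benjamini-Hochberg adjustment). Pole and flanking pieces were compared within each state, as in the study, with no other covariate. A transcript was called at an adjusted p under 0.05. The difference of the pole effect between states was tested as an interaction over all 12 libraries, on transcripts present in both tables. Overlaps of calls were set against independent lists with a one-sided Fisher's exact test. Normalized values are given as counts scaled to library size with TMM factors (edgeR's CPM), with the SD over 3 libraries. Nothing in the labels says that the 3 libraries of a group came from separate animals, so p-values measure only the spread between these libraries, which may be technical. No replicate pair of the 12 within groups was identical: their counts differed by a chi-square per degree of freedom of 2.67 to 21.9, with Spearman correlations across transcripts of 0.985 to 0.993.

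Before the data were examined, 16 gene lists (338 entries, 303 distinct contigs) were fixed: published anterior pole genes, pole genes newly described by the study, the Wnt pathway, FGFRL genes, the BMP and Activin pathway, the Notch and Hedgehog pathway, axon guidance and Eph receptors, muscle contractile genes, collagens, neuronal and synaptic genes, cilia and axoneme genes, epidermal genes, neoblast and replication genes, lysosomal genes, nr4A-dependent genes, and posterior pole genes from single cells. The study had chosen 61 of these entries on the same libraries, so they are not independent of its result. The published anterior pole genes among them were already known from earlier work that the paper cites. Each contig was represented by its most abundant transcript. Lists were tested with limma 3.58.1: camera with a preset inter-gene correlation of 0.01 compares a list with all other genes, and the same test was run with an estimated correlation. The fry test was also run; its p asks whether the genes of a list move on balance 1 way, its mixed p whether they change in either direction, and neither compares the list with other genes.

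Named genes followed a rule fixed at the same time. It took 7 genes by name (notum, foxD, zic-1, follistatin, pitx, islet1 and nr4A), then per state the 10 contigs with the largest rise and the 6 with the largest fall among called transcripts with all pole libraries on the same side of all flanking libraries and a mean of at least 10 counts in the higher group, up to 4 members of each list by smallest p, and for the interaction the 8 contigs with the smallest p. Of contigs without a name, at most 2 that rose and 2 that fell are named per comparison.

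The procedure was tested on simulated counts made with the means, library sizes and edgeR dispersions of the real libraries, with 200 transcripts changed by known folds. The changed transcripts were drawn only from those above a minimum mean count, so recovery of scarce transcripts was not measured. For uninjured libraries, edgeR recovered 74% of the transcripts changed 1.5-fold, 84% of those changed 2-fold, 96% at 4-fold and 100% at 8-fold. For regenerating libraries it recovered 30%, 76%, 98% and 98%, and for the interaction 18%, 64%, 92% and 98%. False calls were 13 of 190, 14 of 165 and 7 of 143. Of 100 unchanged random lists, camera gave an unadjusted p under 0.05 for 0, 0 and 2. Because these lists were random, this is no check for real lists whose genes move together. The estimated correlation within a real list reached 0.89, for the collagens in uninjured animals.

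The alternatives tried were DESeq2 size factors within edgeR, no expression filter, a filter of at least 10 counts in at least 3 libraries, the Wald test of DESeq2 1.42.0, counts summed per contig, the replicate number as a block, all 12 libraries in 1 fit, the authors' deposited comparisons, each library left out in turn, and for lists the estimated correlation and the members not chosen by the study. Members chosen by the study had mostly been found higher in pole pieces of these same libraries. Leaving them out therefore selects on the outcome, and a list call lost or reversed that way is no test of the list. A fit without the mitochondrial and ribosomal transcripts was added after the data had been seen. Figures were drawn with matplotlib 3.10.9.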

Results

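Transcript levels were measured by RNA-seq in hand-resected pieces of planarians, flatworms that rebuild a lost head. The anterior pole is a small cluster of muscle cells at the head tip that organizes head pattern. The 12 libraries covered pole-containing and flanking pieces of the head tip in uninjured animals, and pole-containing and flanking pieces of the anterior blastema 72 hours after amputation, with 3 libraries in each of the 4 groups. Total counts were 22418830 to 25722446 in uninjured pole libraries and 20939634 to 23530945 in uninjured flanking libraries. They were 22966385 to 27687143 in regenerating pole libraries and 19588705 to 23863185 in regenerating flanking libraries. A single transcript, mitochondrial by its name (mtRNA_2), took 18.6% ± 2.84 (SD, n = 3) of the counts in uninjured pole and 19.7% ± 1.06 in uninjured flanking libraries. It took 15.4% ± 1.58 in regenerating pole and 18.9% ± 1.25 in regenerating flanking libraries. An exact permutation test of the share gave a two-sided p of 0.7 in uninjured and 0.1 in regenerating animals, where 0.1 is the smallest p that 3 libraries against 3 allow.

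The first comparison asked which genes were more active around the pole of an intact head. The transcripts that rose most in uninjured pole pieces included the known pole genes notum and foxD. Notum (dd_Smed_v4_24180), which encodes a secreted Wnt inhibitor, had 29 ± 2.53 CPM (SD, n = 3) in pole and 2.66 ± 0.48 CPM in flanking pieces. Its log2 fold change was 3.44 ± 0.13 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.90e-07). FoxD (dd_Smed_v4_23249), a forkhead transcription factor required for pole formation, had 14.0 ± 1.72 against 0.70 ± 0.38 CPM, a log2 fold change of 4.30 ± 0.24 (adjusted p = 3.51e-06). The deoxyhypusine synthase gene DHPS rose by 3.80 ± 0.16 on the log2 scale (adjusted p = 3.11e-07), from 2.15 ± 0.51 CPM in flanking to 30.4 ± 4.09 CPM in pole pieces. The extracellular matrix gene kallmann1 rose by 2.66 ± 0.19, an axonemal dynein heavy chain (DNAH10, dd_Smed_v4_49372) by 2.49 ± 0.22 and the Eph receptor EPHB1 by 2.05 ± 0.08.

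Of the 7 genes followed by name, 5 were called in uninjured animals, all higher in pole pieces. Besides notum and foxD these were the zinc finger gene zic-1 (log2 fold change 0.61 ± 0.08, adjusted p = 0.00162), the Activin inhibitor follistatin (0.81 ± 0.12, adjusted p = 0.00275) and the nuclear receptor gene nr4A (0.52 ± 0.08, adjusted p = 0.00475). Follistatin and nr4A have several transcripts that can share reads, so the value of a single transcript is uncertain. The other follistatin transcripts had 0.92 and 0.80, and the other nr4A transcript had 0.41 without passing the test (adjusted p = 0.279). The homeobox genes pitx (0.95 ± 0.29, adjusted p = 0.139) and islet1 (−0.15 ± 0.09, adjusted p = 0.585) did not pass the test. The authors' deposited table gave pitx a like log2 fold change (0.94) that passed its test (adjusted p = 0.00872).

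In uninjured animals, 338 transcripts of 298 contigs were higher and 416 transcripts of 384 contigs were lower in pole than in flanking pieces, out of 25977 tested. Of these, 42 rose and 129 fell by at least 2-fold, and the median log2 fold change was 0.51 among the higher and −0.72 among the lower transcripts. Among the transcripts without a name, dd_Smed_v4_23400_0_2 rose by 2.82 ± 0.46. The transcripts dd_Smed_v4_17854_1_1 and dd_Smed_v4_3193_0_3 had 0 counts in every pole library and 13 to 27 and 21 to 24 counts in the flanking libraries (adjusted p = 0.00259 and 6.09e-04). Both belong to contigs whose transcripts can share reads. The count of higher transcripts was 156 without pole replicate 2, 565 without pole replicate 3, 140 without flanking replicate 1, 199 without flanking replicate 2 and 176 without flanking replicate 3. The count of lower transcripts was 199 without pole replicate 2, 189 without flanking replicate 1, 254 without flanking replicate 2 and 233 without flanking replicate 3.

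**Figure D1:**
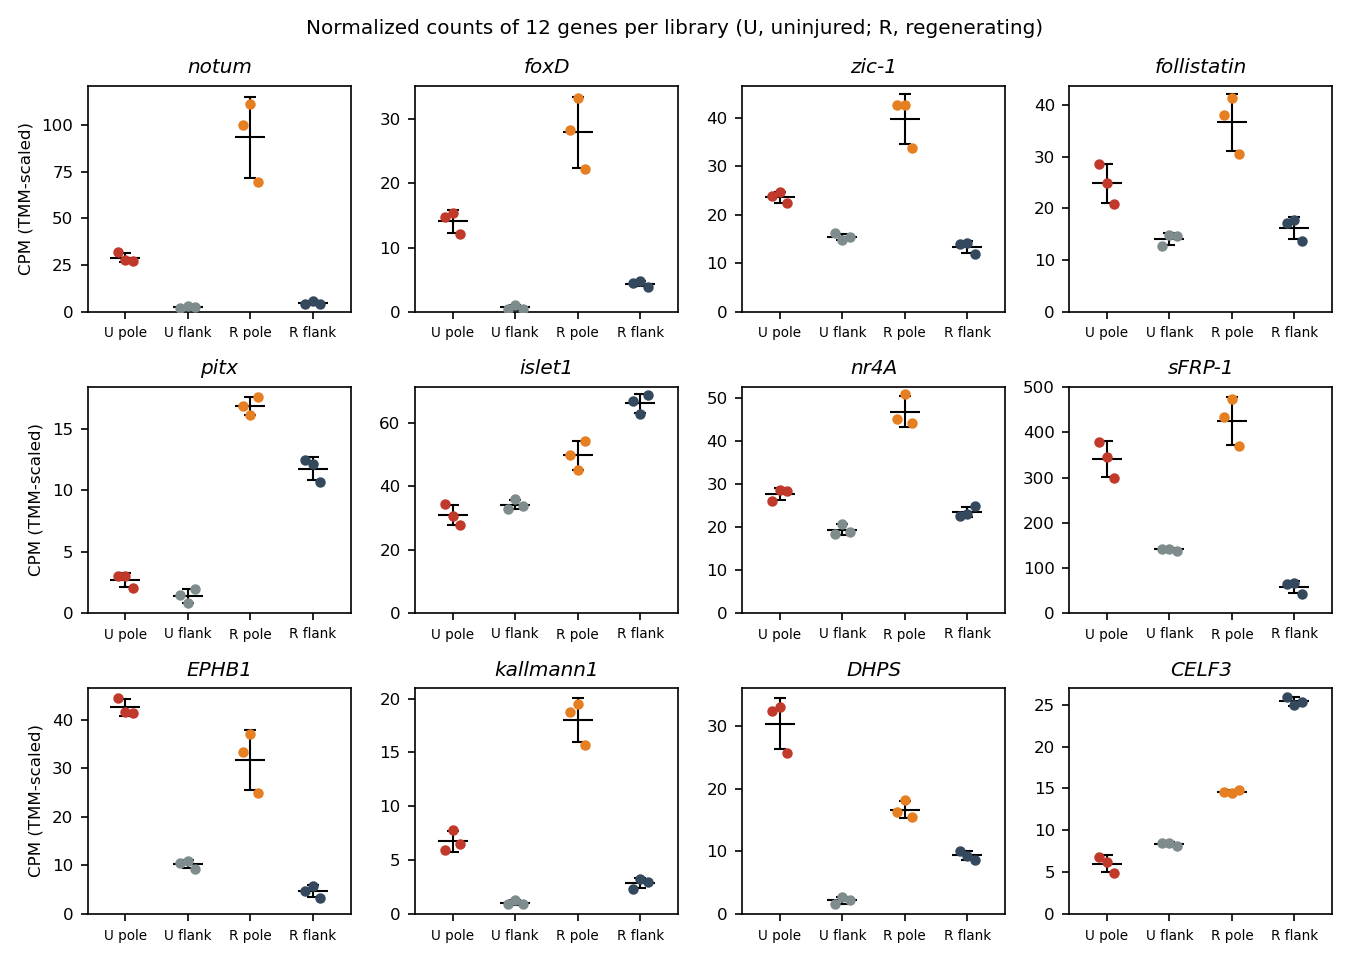
Normalized counts (CPM, TMM-scaled, linear axis from 0) of 12 genes in each library of the 4 groups, with the mean and SD of each group of 3. Notum, foxD, zic-1, follistatin, nr4A, sFRP-1, EPHB1, kallmann1 and DHPS were higher in pole than in flanking pieces in both states, and CELF3 was lower in regenerating pole pieces.

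Several signaling genes rose in uninjured pole pieces. Of the Wnt pathway list, 9 of 16 measured members rose and none fell (12 adjusted over the list alone; camera adjusted p = 6.42e-42). Members that rose were the secreted antagonist sFRP-1 at 1.28 ± 0.09, the frizzled receptor fzd-5/8-3 at 0.94 ± 0.08 and the receptor tyrosine kinase ror at 0.90 ± 0.07. The study had chosen 11 of those members on these libraries, so the direction of the list is not independent evidence. Of the axon guidance and Eph receptor list, 9 of 13 rose (10 adjusted over the list alone; adjusted p = 1.77e-47; 8 members chosen by the study). They included the midline cue slit1 (1.23 ± 0.10), the Eph receptor EPHA4 (dd_Smed_v4_16928, 0.89 ± 0.08) and the netrin gene NTN1 (0.81 ± 0.07). Of the BMP and Activin list, 3 of 8 rose (6 adjusted over the list alone; adjusted p = 2.87e-08; 3 chosen by the study), including BMP (0.66 ± 0.11). TLL1, which also rose, lost its call without pole replicate 2 or any of the flanking libraries (adjusted p up to 0.174). Of the Notch and Hedgehog list, 2 of 7 rose (3 adjusted over the list alone; adjusted p = 8.75e-08; 3 chosen by the study). These were the Notch ligand DLL1 at 1.42 ± 0.08 and patched-like at 0.62 ± 0.09, while the median of the list was 0.05. Of the FGFRL genes, FGF receptor-like genes that include nou-darake (ndk), 2 of 3 rose (2 adjusted over the list alone; adjusted p = 0.00483; 1 chosen by the study). Ndk-4 (dd_Smed_v4_12674_0_2), 1 of several transcripts of its contig, was at 0.49 ± 0.07. The FGFRL call was lost at an adjusted p = 0.113 with an estimated correlation. Without the members that the study had chosen, the Wnt (adjusted p = 0.579), FGFRL (0.467) and Notch and Hedgehog lists (0.727) were not called. The BMP and Activin (0.00413) and axon guidance lists (0.0478) still were. Leaving out members found higher in these libraries favors a lost call, so the lost calls are no test of those lists. Ndk itself (0.29 ± 0.07, adjusted p = 0.0376) lost its call without pole replicate 1 or 2 or without any of the flanking libraries, with adjusted p up to 0.197.

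Among lists of pole genes, 4 of 6 published anterior pole genes rose in uninjured animals (5 adjusted over the list alone; adjusted p = 1.77e-47; 5 also called by the study on these libraries). All 6 pole genes newly described by the study rose (6 adjusted over the list alone; adjusted p = 4.72e-44), among them islet2 at 1.92 ± 0.16 and dd_Smed_v4_20026_0_1 at 1.95 ± 0.21. The paper also located its new pole genes at the pole by in situ hybridization. The study had chosen every newly described gene on these libraries, so that count is not independent evidence. The published genes were known from earlier work, so their choice did not rest on these libraries. Their rise repeats what the study found here. Of the 10 listed nr4A-dependent genes, 4 rose (5 adjusted over the list alone; adjusted p = 1.20e-07). They included the protocadherin gene pcdh11y (0.53 ± 0.08) and the tubulin gene TUBA3D (0.48 ± 0.07). Mmp19 also rose but lost its call without pole replicate 2 or flanking replicate 1 or 3 (adjusted p up to 0.169). The unnamed dd_Smed_v4_2972_0_1 rose too, and lost its call without pole replicate 2 or any of the flanking libraries (adjusted p up to 0.170). The study had chosen 2 members of that list. The list holds only part of the genes whose levels the paper found changed when nr4A was inhibited. Of the posterior pole genes from single cells, 13 of 179 rose and 3 fell (23 and 8 adjusted over the list alone; adjusted p = 2.61e-05), with the zinc finger gene OVOL1 at 1.32 ± 0.10. However, 14 measured members had been chosen by the study, and without them the list was not called (adjusted p = 0.195). Those members had been found higher in these libraries, so this loss is no test of the rest.

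Lists of cell type markers were tested in the same way. None of 13 muscle contractile genes passed the test over all transcripts, and 2 rose when adjusted over the list alone. The muscle list was called higher (median log2 fold change 0.16, camera adjusted p = 0.00169; adjusted p = 0.129 with an estimated correlation). The myosin heavy chain MhcA was at 0.28 ± 0.07 (adjusted p = 0.0643). Of the collagens, 3 of 11 rose (11 adjusted over the list alone; adjusted p = 1.53e-11; adjusted p = 0.113 with an estimated correlation; 1 chosen by the study). COL24A1 (dd_Smed_v4_2197) was at 0.39 ± 0.08 (adjusted p = 0.0289). That COL24A1 call was lost without pole replicate 2, flanking replicate 1 or flanking replicate 3 (adjusted p up to 0.181). COL1A2 (dd_Smed_v4_832) and COL4A6 (dd_Smed_v4_1579) also rose. Both lost their calls without pole replicate 2 or any of the flanking libraries (adjusted p up to 0.308 and 0.181). Of the cilia and axoneme genes, 6 of 18 rose and TEKT3, a tektin, fell by 0.50 (6 and 2 adjusted over the list alone; adjusted p = 1.10e-06; adjusted p = 0.0835 with an estimated correlation). The forkhead gene foxJ1-like-1 rose by 1.07 ± 0.09. The study had chosen 6 members of that list, the median was 0.01, and the other 12 pointed lower (adjusted p = 0.0618). Of the neuronal and synaptic genes, 2 of 12 fell (3 adjusted over the list alone; adjusted p = 0.0116; adjusted p = 0.0835 with an estimated correlation). The prohormone convertase gene PC2 fell by 0.30 ± 0.06 (adjusted p = 0.0244) and lost its call without pole replicate 2 or any of the flanking libraries (adjusted p up to 0.178). The other, an unnamed member, lost its call without any single library of the 6 (adjusted p up to 0.185). No member of the epidermal, neoblast or lysosomal lists passed the test over all transcripts. Those lists were not called (adjusted p = 0.192, 0.907 and 0.0583). Adjusted over the list alone, 1 epidermal gene fell and 2 lysosomal genes rose. The fry test, unlike camera, called the lysosomal list higher (adjusted p = 0.00444). For the neoblast list the mean and median were slightly negative while the test pointed higher. In uninjured animals 8 of the 13 list calls held with an estimated correlation.

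The second comparison asked which genes were more active around the pole that reforms in the blastema. Notum rose by 4.30 ± 0.21 on the log2 scale in regenerating pole pieces (edgeR quasi-likelihood test, adjusted p = 1.66e-05), from 4.76 ± 1.10 to 93.3 ± 21.7 CPM (SD, n = 3). FoxD rose by 2.67 ± 0.17 (adjusted p = 2.37e-05), from 4.39 ± 0.44 to 27.9 ± 5.52 CPM. Zic-1 rose by 1.57 ± 0.13 (adjusted p = 1.18e-04), follistatin by 1.18 ± 0.14 (adjusted p = 0.00101) and nr4A by 0.99 ± 0.10 (adjusted p = 4.50e-04). The most strongly raised genes also included the capping enzyme gene RNGTT (3.88 ± 0.59), the basic helix-loop-helix gene musculin (3.67 ± 0.34), the dynein gene DNAH10 (3.18 ± 0.21 and 3.17 ± 0.34 in dd_Smed_v4_8201 and dd_Smed_v4_49372). Others were the Eph receptor EPHA2 (2.99 ± 0.21), sFRP-1 (2.90 ± 0.18) and the macrophage-expressed gene MPEG1 (2.80 ± 0.26). RNGTT rested on 14 to 29 counts per pole library and 0 to 2 per flanking library. The log2 fold change of the unnamed dd_Smed_v4_93315_0_1 was 4.18 ± 0.23 and that of dd_Smed_v4_22630_0_1 was 2.93 ± 0.22.

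The homeobox gene pitx was higher in regenerating pole pieces (0.52 ± 0.11, adjusted p = 0.0196), a call that was lost without pole replicate 1 or 2 or flanking replicate 1 or 2 (adjusted p up to 0.0792). The homeobox gene islet1 was lower (−0.41 ± 0.10, adjusted p = 0.0346), and that call was lost without pole replicate 1 or 2 or any of the flanking libraries (adjusted p up to 0.154). In the authors' deposited table neither pitx (adjusted p = 0.812) nor islet1 (adjusted p = 0.802) passed the test. Levels of these genes were not compared between states, because the states were sequenced in separate runs.

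In regenerating animals, 469 transcripts of 389 contigs were higher and 927 transcripts of 837 contigs were lower in pole than in flanking pieces, out of 24480 tested. Thus 66.4% of the called transcripts were lower. Of these, 87 rose and 353 fell by at least 2-fold. Of transcripts without a name, dd_Smed_v4_13874_0_1 fell with 0 to 1 counts in pole and 12 to 17 in flanking libraries, and dd_Smed_v4_56932_0_1 fell with 1 count in each pole and 19 to 25 in flanking libraries (adjusted p = 0.00182 and 3.67e-04). The share of mtRNA_2 given above was lower in each regenerating pole library than in each regenerating flanking library. The counts of higher and lower transcripts were 232 and 581 without pole replicate 1, 221 and 546 without pole replicate 2, 227 and 516 without flanking replicate 1, and 176 and 468 without flanking replicate 2. With all 12 libraries in 1 fit, the count of higher transcripts was 792.

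**Figure D2:**
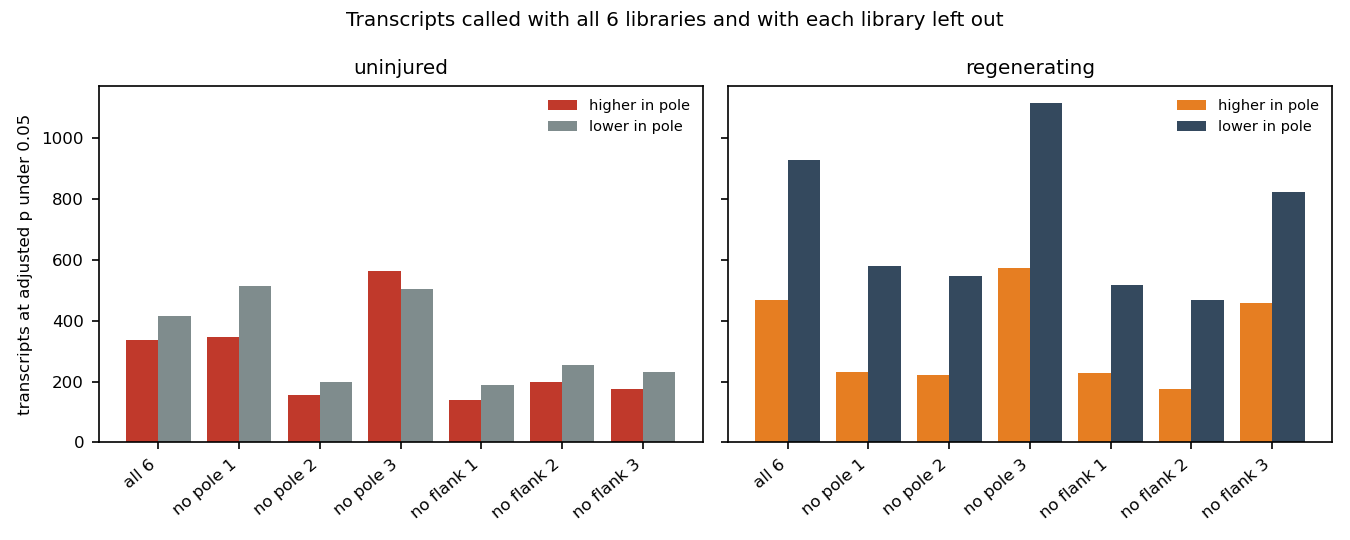
Number of transcripts called higher and lower in pole than in flanking pieces (adjusted p under 0.05) in each state, with all 6 libraries and with each library left out. The bars range from 140 to 565 higher and 189 to 515 lower in uninjured animals, and from 176 to 574 higher and 468 to 1116 lower in regenerating animals.

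In the blastema, 9 of 17 measured Wnt pathway genes rose and none fell over all transcripts (9 rose and 1 fell adjusted over the list alone; camera adjusted p = 6.31e-24). The study had chosen 11 of them on these libraries, so this is not independent evidence. The frizzled gene fzd-5/8-3 was at 1.5 ± 0.09 and fzd-5/8-4 at 0.98 ± 0.10. Of the axon guidance and Eph receptor list, 7 of 13 rose (8 adjusted over the list alone; adjusted p = 2.99e-17; 8 chosen by the study). EPHB1 was at 2.78 ± 0.20, slit1 at 1.06 ± 0.10 and EPHA4 (dd_Smed_v4_16928) at 0.68 ± 0.11. Of the FGFRL genes, 2 of 3 rose (2 adjusted over the list alone; adjusted p = 1.87e-07; 1 chosen by the study). Ndk-4 (dd_Smed_v4_12674_0_1) was at 1.63 ± 0.11. Ndk (0.55 ± 0.11, adjusted p = 0.0156) lost its call without pole replicate 2 or flanking replicate 1 or 2 (adjusted p up to 0.0843). Of the BMP and Activin list, 4 of 8 rose (5 adjusted over the list alone; adjusted p = 5.59e-07; 3 chosen by the study), with the BMP inhibitor gene noggin 1 at 0.89 ± 0.14. BMP lost its call without pole replicate 2 or flanking replicate 1 (adjusted p up to 0.0668). Bambi lost it without pole replicate 1 or 2 or flanking replicate 2 or 3 (adjusted p up to 0.122). Of the Notch and Hedgehog list, 3 of 7 rose (3 rose and 1 fell adjusted over the list alone; adjusted p = 2.52e-06; 3 chosen by the study). DLL1 was at 1.17 ± 0.11, patched-like at 0.93 ± 0.14 and the receptor NOTCH1 at 0.92 ± 0.10. Without the members that the study had chosen, none of these 5 lists was called. The adjusted p was 0.822 for Wnt, 0.561 for axon guidance, 0.145 for FGFRL, 0.0807 for BMP and Activin and 0.830 for Notch and Hedgehog. Since the members left out had been found higher in these libraries, the lost calls are no test of the lists.

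Of the published anterior pole genes, 5 of 6 rose and islet1 fell in the blastema (5 and 1 adjusted over the list alone; adjusted p = 1.11e-29; 5 chosen by the study). All 6 newly described pole genes rose (6 adjusted over the list alone; adjusted p = 5.31e-45; all 6 chosen by the study), with kallmann1 at 2.67 ± 0.16 and islet2 at 2.34 ± 0.14. For the newly described genes the direction is not independent evidence. The published genes were known before, and for most of them the rise repeats what the study found in these libraries. Of the 10 listed nr4A-dependent genes, 4 rose (6 adjusted over the list alone; adjusted p = 1.44e-06; 2 chosen by the study), with pcdh11y at 0.84 ± 0.09. TUBA3D lost its call without flanking replicate 1 (adjusted p = 0.0620). Ca12 lost it without pole replicate 2 or flanking replicate 2 (adjusted p up to 0.0577). Qki kept its call only without pole replicate 3 (adjusted p up to 0.140). Of the posterior pole genes from single cells, 18 of 180 rose and 15 fell (29 and 25 adjusted over the list alone; 14 chosen by the study). The list was not called (adjusted p = 0.177), with DLL1 and OVOL1 (1.39 ± 0.14) among the members that rose.

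Neuronal markers were lower around the reforming pole. Of the neuronal and synaptic list, 5 of 11 members fell and none rose (8 adjusted over the list alone; camera adjusted p = 2.09e-10, median log2 fold change −0.43; none chosen by the study). The RNA-binding protein gene CELF3 had 14.6 ± 0.18 CPM in pole and 25.4 ± 0.52 CPM in flanking pieces, a log2 fold change of −0.80 ± 0.09 (adjusted p = 0.00101). The synaptotagmin gene SYT11 was at −0.63 ± 0.11 (adjusted p = 0.00650). The neuroligin gene NLGN4Y (−0.44 ± 0.09, adjusted p = 0.0132) lost its call without pole replicate 1 or 2 or flanking replicate 1 or 2 (adjusted p up to 0.0719). PC2 (−0.54, adjusted p = 0.0225) lost it without pole replicate 1 or 2 or any of the flanking libraries (adjusted p up to 0.10).

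Of the cilia and axoneme genes, 4 of 18 rose in the blastema and none fell (7 adjusted over the list alone; adjusted p = 1.88e-08; 6 chosen by the study), with foxJ1-like-1 at 0.87 ± 0.13 besides DNAH10. DNAJB13 also rose (0.41, adjusted p = 0.0308) but lost its call without pole replicate 1 or 2 or any of the flanking libraries (adjusted p up to 0.128). Of the collagens, 3 of 11 rose (3 adjusted over the list alone; adjusted p = 3.38e-05; adjusted p = 0.0878 with an estimated correlation; 1 chosen by the study), with a COL4A6 contig (dd_Smed_v4_2500) at 0.82 ± 0.13. COL24A1 (dd_Smed_v4_2197) and another COL4A6 contig (dd_Smed_v4_1579) also rose. Both lost their calls without pole replicate 1 or flanking replicate 2 (adjusted p up to 0.0662 and 0.0737). The collagen list did not separate the groups: flanking replicate 3 (0.10 on the log2 scale, relative to the mean of the 6 libraries) lay above pole replicate 2 (0.055), and pole replicate 3 lay highest (0.52). None of 13 muscle contractile genes passed the test (0 adjusted over the list alone). The list as a whole was called higher (adjusted p = 0.00697; adjusted p = 0.111 with an estimated correlation) but not without pole replicate 3 (adjusted p = 0.0857). No epidermal, neoblast or lysosomal member passed the test over all transcripts, and those lists were not called (adjusted p = 0.387, 0.152 and 0.462). Adjusted over the list alone, 1 lysosomal gene rose and 1 fell. The fry test called the neoblast list lower (adjusted p = 0.0324) and the posterior pole list higher (1.85e-04). It did not call the collagens (0.0579). Besides the muscle and collagen lists, all 10 other list calls in regenerating animals held with an estimated correlation.

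**Figure D3:**
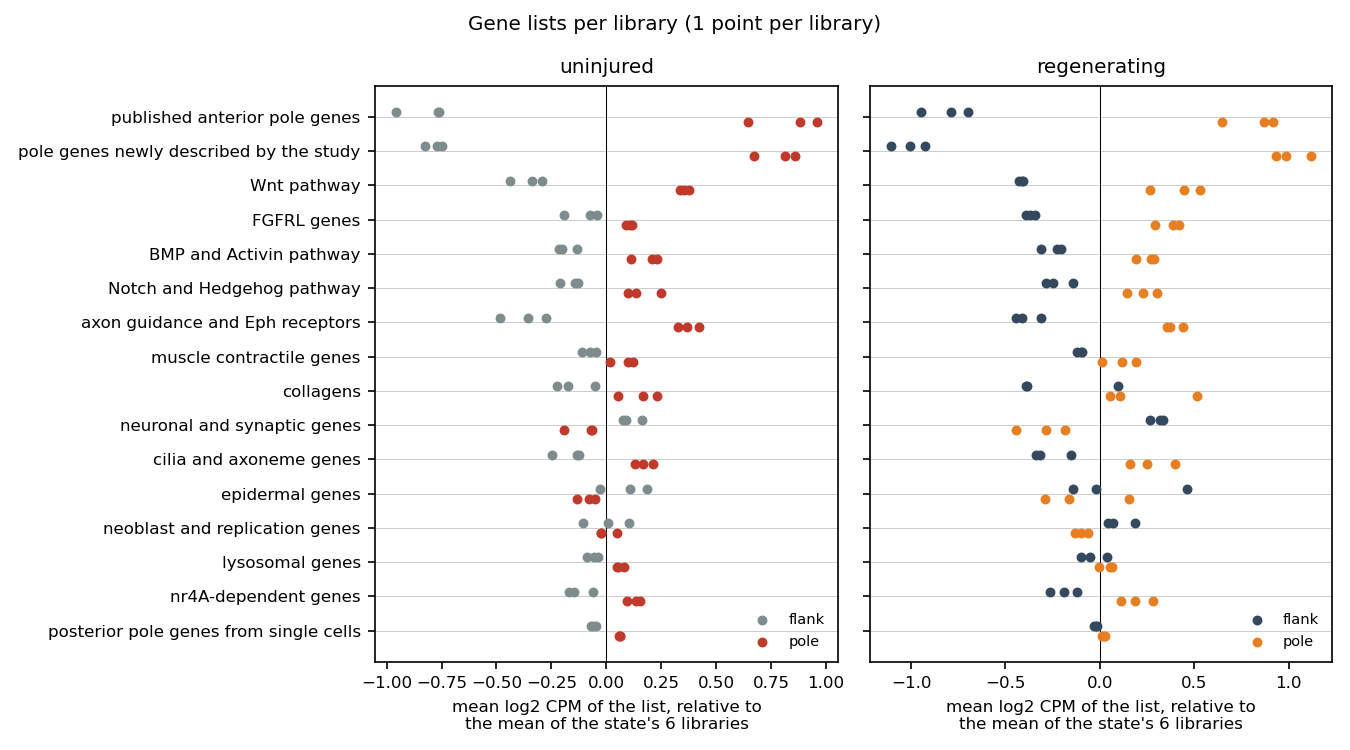
Mean log2 CPM of each of the 16 gene lists in each library, relative to the mean over the 6 libraries of the state, with 1 point per library. The neuronal and synaptic list lay lower in every pole library than in every flanking library in both states, and the published anterior pole list lay higher.

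The third comparison asked whether the pole effect, pole over flanking, differed between regenerating and uninjured animals. It was larger in regenerating animals for 73 and smaller for 224 of 27113 transcripts (edgeR quasi-likelihood test of the interaction). Larger and smaller refer to the signed log2 value, so a stronger fall in regenerating pole pieces counts as smaller. Of the 224, 146 were lower in regenerating pole pieces and not called in uninjured ones, 32 were higher in uninjured pole pieces and not called in regenerating ones, and 14 were higher in uninjured and lower in regenerating pole pieces. Of the 73, 28 were higher in regenerating pole pieces and not called in uninjured ones, 25 were lower in uninjured pole pieces and not called in regenerating ones, and 12 were higher in both.

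The Wnt antagonist gene sFRP-1 had a larger pole effect in the blastema, by 1.61 on the log2 scale (adjusted p = 0.00111). So did MPEG1 (3.15, adjusted p = 5.68e-04), ndk-4 (dd_Smed_v4_12674_0_1, 1.15, adjusted p = 4.45e-04), zic-1 (0.96, adjusted p = 0.00452) and the unnamed dd_Smed_v4_93315_0_1 (2.69 ± 0.26, adjusted p = 1.02e-04). DHPS had a smaller pole effect in the blastema, where it rose by 0.83 ± 0.12, with an interaction of −2.97 ± 0.21 (adjusted p = 2.80e-06). FAM115C (−1.85 ± 0.16, adjusted p = 2.66e-05) and the hemicentin gene HMCN1 (−1.60 ± 0.16, adjusted p = 1.02e-04) changed sides. FAM115C was at 0.53 ± 0.08 in uninjured and −1.32 ± 0.13 in regenerating pole pieces, and HMCN1 at 0.52 ± 0.08 and −1.08 ± 0.14. FAM115C lost its uninjured call without flanking replicate 1 (adjusted p = 0.0502). The unnamed dd_Smed_v4_12017_0_1 (−2.22 ± 0.14, adjusted p = 1.17e-06) and dd_Smed_v4_5204_0_1 (−2.11 ± 0.15, adjusted p = 2.77e-06) were not called in uninjured animals and fell in regenerating pole pieces. FoxD had a smaller pole effect in the blastema (−1.63, adjusted p = 0.0263), but the call was lost without uninjured pole replicate 1 or 2, uninjured flanking replicate 1 or 3, regenerating pole replicate 1, or regenerating flanking replicate 1 or 2 (adjusted p up to 0.107). For notum (0.86, adjusted p = 0.194), follistatin (0.36, adjusted p = 0.608), nr4A (0.48, adjusted p = 0.0824), pitx (−0.43, adjusted p = 0.735) and islet1 (−0.27, adjusted p = 0.555) the difference did not pass the test.

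The FGFRL genes had a larger pole effect in the blastema (1 of 3 members called, 1 adjusted over the list alone; camera adjusted p = 1.91e-05; 1 chosen by the study), and this call held with an estimated correlation (adjusted p = 0.0227) but not without the member the study chose (adjusted p = 0.361). The neuronal and synaptic list had a lower pole effect there (1 of 12 called, 4 adjusted over the list alone; adjusted p = 7.75e-06; adjusted p = 0.0544 with an estimated correlation). The cilia and axoneme list had a higher one (1 of 18 called, 6 rose and 1 fell adjusted over the list alone; adjusted p = 0.00809; adjusted p = 0.234 with an estimated correlation), a call lost without regenerating pole replicate 3 (adjusted p = 0.0784). The other 13 lists were not called, from an adjusted p of 0.0599 for the posterior pole genes and 0.0609 for the newly described pole genes to 0.936 for the epidermal genes. Without the members the study chose, the posterior pole list was called lower (adjusted p = 0.0266) and the cilia and axoneme list was called higher (adjusted p = 1.43e-04). The members left out had been picked by their pole effect in these libraries, so these values are no independent test. With all members, the fry test did not call the cilia and axoneme list (adjusted p = 0.0980). It called the newly described pole genes higher and the posterior pole genes lower (adjusted p = 0.0246 for each). For the published anterior pole list the mean was −0.03 while the median and the test pointed higher. For the axon guidance list the mean was 0.03 while the median and the test pointed lower. For the neoblast, lysosomal and epidermal lists the mean, the median and the test did not share 1 sign.

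The count with a larger pole effect was 32, 27 and 43 without uninjured pole replicate 1, 2 or 3. It was 30, 30 and 43 without uninjured flanking replicate 1, 2 or 3, 35 and 36 without regenerating pole replicate 1 or 2, and 33 without regenerating flanking replicate 2. The count with a smaller one was 123 and 104 without uninjured pole replicate 1 or 2. It was 109, 113 and 140 without uninjured flanking replicate 1, 2 or 3, 136, 124 and 398 without regenerating pole replicate 1, 2 or 3, and 119 and 124 without regenerating flanking replicate 1 or 2.

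The fourth comparison asked how far the pole of an intact head and that of a blastema shared genes. Of 23679 transcripts tested in both states, 125 of 108 contigs were higher in pole pieces in both, where independent lists of these sizes would share 6.43 (Fisher's exact test, one-sided, p = 5.93e-130). They included notum, foxD, zic-1, follistatin, nr4A, kallmann1, islet2, EPHB1, sFRP-1 and DHPS. In addition, 207 were lower in both, where 15 would be shared (Fisher's exact test, one-sided, p = 4.18e-191). In the opposite direction, 14 were higher in uninjured and lower in regenerating pole pieces, where 12.7 would be shared (Fisher's exact test, one-sided, p = 0.395). Only 1 was lower in uninjured and higher in regenerating pole pieces. The number higher in both was 72 without uninjured pole replicate 2, 67 without uninjured flanking replicate 1 and 77 without uninjured flanking replicate 3. The comparisons shared no library, and the log2 fold changes correlated across all transcripts tested in both with Pearson's r of 0.38 and Spearman's rho of 0.30, genes not being independent replicates.

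**Figure D4:**
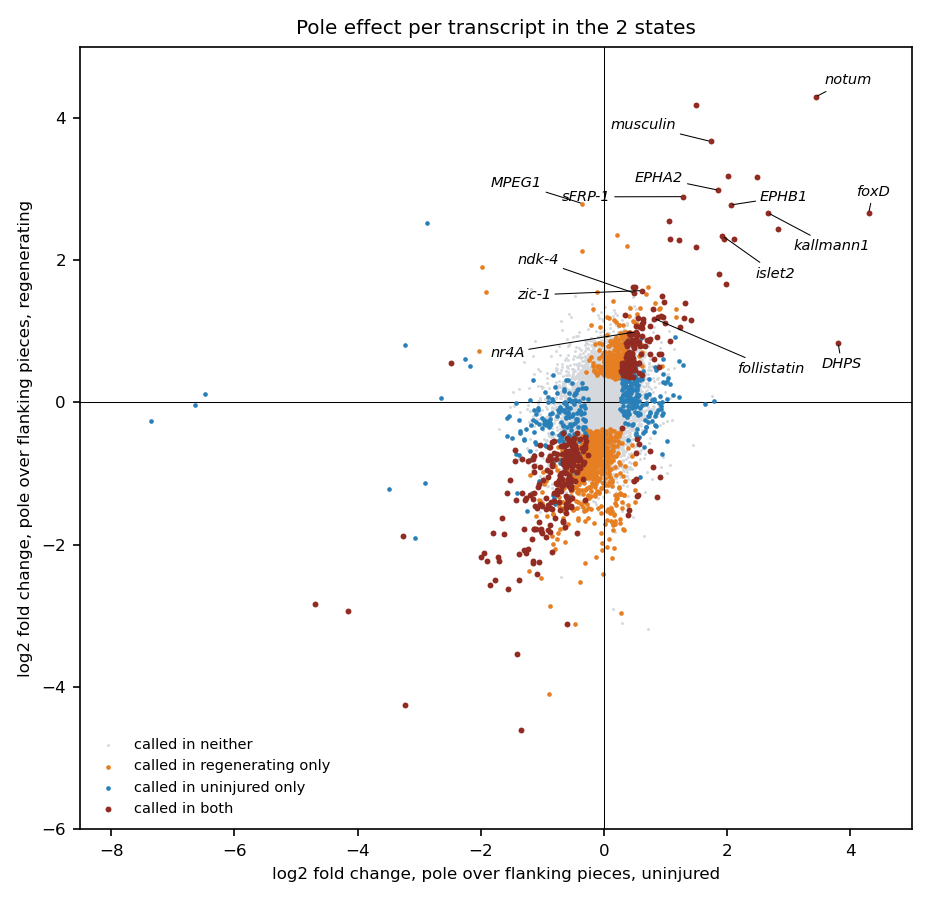
Log2 fold change of pole over flanking pieces in uninjured (horizontal) and regenerating animals (vertical), 1 point per transcript tested in both, colored by the state in which the adjusted p was under 0.05. The 125 transcripts higher in both lie at the upper right with notum, foxD and kallmann1, and points far to the left are transcripts with almost no counts in 1 group, where the fitted fold is not a bound.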

Values the study reported

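The study reported 203 genes with higher expression in uninjured pole-containing pieces than in flanking pieces at an adjusted p under 0.05, and 86 in the blastema. It described 51 genes as enriched in both, among them foxD, notum, zic-1 and follistatin.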

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

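The tests of tissue carried over from mature parts that use the shares of 27.4% and 26.4%, the count of 2 neuronal genes, and the fit without mitochondrial and ribosomal transcripts were chosen only after the result was seen. The results in this part differed between the states, by a test of the difference of the pole effect itself (edgeR interaction, regenerating minus uninjured).

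The pole effect, as a signed log2 value, was larger in regenerating animals for 73 transcripts and smaller for 224. Smaller does not mean weaker: 146 of the 224 were lower in regenerating pole pieces and not called in uninjured ones. Named differences that kept their call without each of the 12 libraries were DHPS (−2.97 on the log2 scale), FAM115C (−1.85), HMCN1 (−1.60), ndk-4 (1.15), MPEG1 (3.15), sFRP-1 (1.61) and zic-1 (0.96). The same held for the unnamed dd_Smed_v4_12017_0_1 (−2.22), dd_Smed_v4_5204_0_1 (−2.11) and dd_Smed_v4_93315_0_1 (2.69). A further unnamed contig, dd_Smed_v4_56932_0_1 (−3.28), lost its call without regenerating pole replicate 1 or 2 (adjusted p up to 0.0716). FoxD (−1.63) lost it without uninjured pole replicate 1 or 2, uninjured flanking replicate 1 or 3, regenerating pole replicate 1, or regenerating flanking replicate 1 or 2 (adjusted p up to 0.107).

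NOTCH1 (0.58) and DNAH10 (dd_Smed_v4_8201, 1.17) were called with all 12 libraries and without regenerating pole replicate 3, and lost the call when any other library was left out (adjusted p up to 0.118 and 0.107). NLGN4Y (−0.47) lost it in 9 of the 12 cases, keeping it without uninjured pole replicate 3, regenerating pole replicate 3 or regenerating flanking replicate 3 (adjusted p up to 0.138). The frizzled genes fzd-5/8-4 (0.57) and fzd-5/8-3 (0.55) kept it only without uninjured flanking replicate 3 or regenerating pole replicate 3 (adjusted p up to 0.138 and 0.142). For dd_Smed_v4_17854_1_1, which had no counts in uninjured pole libraries, the adjusted p was 0.0439, and it kept the call only without regenerating pole replicate 2 or 3 (adjusted p up to 0.127).

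The FGFRL genes (adjusted p = 1.91e-05), the neuronal and synaptic genes (7.75e-06) and the cilia and axoneme genes (0.00809) differed between the states as lists. The FGFRL list had 3 measured members, and its call was lost without ndk-4, which the study chose (adjusted p = 0.361). With an estimated correlation the neuronal (adjusted p = 0.0544) and the cilia and axoneme call (adjusted p = 0.234) were lost. The cilia and axoneme call was lost without regenerating pole replicate 3 (adjusted p = 0.0784).

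Other splits of the libraries into groups of the same sizes were counted. In uninjured animals 1 of 10 splits, the real one, gave 754 called transcripts, and the highest other gave 0. In regenerating animals 1 of 10, the real one, gave 1396, and the highest other gave 0. The gene lists called were 13 in the real uninjured split, reached by 1 of 10, with 9 in the highest other, and 12 in the real regenerating split, reached by 1 of 10, with 6 in the highest other. In each of these cases 10 splits are too few for a share under 0.05. For transcripts higher in both states, 1 of 100 pairs of splits gave as many as the real 125, and the highest other gave 0. No other split of either state gave a call, so every other pair was bound to give 0 and this count adds nothing to those of the single states.

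For the difference between states, 5 of 100 splits gave as many called transcripts as the real 297, and the highest other gave 1094. All 4 other splits that reached 297 keep the regenerating libraries in their real groups, so they hold the regenerating pole effect, and with the uninjured grouping of the highest one every other regenerating grouping gave 0. The 81 splits with neither state in its real groups gave at most 3. Each of their groups mixes pole and flanking libraries, so they hold only part of the pole effect. Neither kind of split is a measure of chance for this difference. For lists, 53 of 100 splits gave as many as the real 3, with 13 in the highest other, and so did 34 of the 81 splits with neither state in its real groups. These splits hold the pole effect in whole or in part, so they are no measure of chance for lists either. Chance was thus not tested and stays open for the number of lists that differ between states.

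The first pattern weighed was that more transcripts were lower than higher in regenerating pole pieces, 66.4% of those called. Without the mitochondrial and ribosomal transcripts 65.0% were lower, but leaving them out moved no log2 fold change by more than 0.014, so this was no test of a few genes taking most of the counts. Of the 904 lower transcripts tested in both states, 27.4% were at least 1.5 times less abundant in both uninjured groups than in regenerating flanking pieces, but the stump tissue that could be carried over was not measured and the states differ in run, so carry-over of mature tissue is not excluded. It may contribute: 49 transcripts at least 8 times more abundant in uninjured pieces had a median log2 fold change of −0.84 in regenerating and −0.066 in uninjured animals, and the 24 of them called lower are 2.65% of the 904. A difference of region between pole and flank was not tested and stays open.

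The second pattern weighed was the lower level of neuronal and synaptic genes in regenerating pole pieces. For 2 of the 5 lower members, CELF3 and an unnamed one (dd_Smed_v4_3524), the regenerating flanking level was 3.27 and 12.1 times the higher uninjured level. For their difference, PC2, NLGN4Y and SYT11 would need 26.4%, 28.1% and 70.6% of tissue like the uninjured head tip. The 49 transcripts above imply a median share of 4.50% with an upper decile of 11.1%. However, they were picked as at least 8 times more abundant in uninjured pieces, and that choice alone keeps the share they imply low. Their share is therefore no test of the shares that PC2, NLGN4Y and SYT11 would need. Stump tissue, which could be richer in nerve cells, was not measured, so for these 5 genes carry-over and a difference of region cannot be told apart.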

How the results depend on the processing

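The fit without mitochondrial and ribosomal transcripts was chosen only after the result was seen. Of the values for named genes under the alternatives, 908 kept direction and side of the threshold, 19 newly passed it, 34 no longer passed it and 3 reversed. For lists these numbers were 295, 9, 19 and 10. Of the fits with a library left out, only those with the lowest and highest value enter (log2 fold change for genes, adjusted p for lists). Calls lost in the other such fits are not counted, so the numbers understate how many calls hang on single libraries. The filter of at least 10 counts and the fit of all 12 libraries are not counted either. DESeq2 gave no adjusted p for 9 values. Where a count moved by more than 1.5 times, the cause was not tested unless stated.

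The authors' deposited table held 203 higher transcripts in uninjured animals, and 86 higher and 363 lower in regenerating animals. All 12 libraries in 1 fit gave 792 higher in regenerating animals. With no expression filter 5 lists differed between states. With an estimated correlation 8 lists were called in uninjured animals and 1 for the difference between states. Without the members the study chose, 6 lists were called in uninjured and 5 in regenerating animals, from fewer genes. For the difference between states 3 were called, with FGFRL lost (adjusted p = 0.361) and the posterior pole list gained (0.0266, lower). Lists that then pointed the other way, none called, were the published anterior pole genes (adjusted p = 0.443 uninjured, 0.132 regenerating, 0.403 for the difference), Notch and Hedgehog (0.727 uninjured), cilia and axoneme (0.0618 uninjured), Wnt (0.822 regenerating, 0.574 for the difference) and posterior pole genes (0.390 regenerating). Without the chosen members, the published anterior pole list held only islet1, so its values are those of 1 gene. The FGFRL list then kept 2 members and the Notch and Hedgehog list 4. That removal took out members found higher in pole pieces of these libraries, so calls it lost, gained or reversed are no test of those lists. The neoblast list reversed in uninjured animals with no filter (0.537).

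With the replicate number as a block, 201 transcripts were higher in uninjured animals and 43 had a larger pole effect in regenerating ones, and the epidermal list reversed for the difference (adjusted p = 0.976). The numbers do not show pairs: same-number pole and flanking libraries correlated at −0.259 to 0.00694 in uninjured and −0.0333 to 0.160 in regenerating animals, and 0 of 6 and 3 of 6 libraries correlated best with their own number. Why calls were lost under the block was not tested.

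Leaving out each library gave 140 to 565 higher and 189 to 515 lower in uninjured animals, and 176 to 574 higher and 468 to 1116 lower in regenerating ones. The extremes came without uninjured flanking replicate 1 (140 and 189), uninjured pole replicate 3 (565) and 1 (515), regenerating flanking replicate 2 (176 and 468) and regenerating pole replicate 3 (574 and 1116). Larger pole effects in regenerating animals ranged from 27 (without uninjured pole replicate 2) to 103 (without regenerating pole replicate 3), smaller ones from 104 to 398 (without the same libraries), and transcripts higher in both states from 67 (without uninjured flanking replicate 1) to 180 (without uninjured pole replicate 3). Lists that differed between states numbered 3 to 5. Vim ranged from −0.094 to 0.080 in uninjured and from −0.54 to 0.24 in regenerating animals, and ndk-like-5 from −0.039 to 0.081 in regenerating animals, none of them called. Depth limits transcripts near 0 counts, whose fitted folds are not bounds.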

Other observations

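The genes that changed sides between states, other than FAM115C and HMCN1, were chosen after their values were seen. In uninjured and regenerating pole pieces, the log2 fold changes were 0.91 and −1.05 for secreted peptide prohormone-13, 0.54 and −1.30 for PKD2L-1, 0.54 and −0.51 for SCNN1A, and 0.56 and −0.59 for PCDH11X. The edgeR interaction test gave adjusted p of 0.00199, 0.00129, 0.00186 and 8.70e-04. The names of PKD2L-1 and SCNN1A are those of ion channel genes. In the reverse direction, dd_Smed_v4_8392_0_2 was at −2.49 in uninjured and 0.55 in regenerating pole pieces (adjusted p = 0.00174), and it is a transcript of a contig with several, so its value is uncertain.

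In uninjured animals 338 transcripts were higher in pole pieces. That is higher than the value quoted from the study above. In regenerating animals 469 transcripts were higher in pole pieces. That is higher than the value quoted from the study above. In both states 125 transcripts were higher in pole pieces. That is higher than the value quoted from the study above. The study made its calls with DESeq, and the calls here were made with edgeR on the same libraries. The higher counts are therefore no evidence of more genes active at the pole. The 125 transcripts belong to 108 contigs, and the 203 and 86 called by the authors belong to 173 and 75. The authors' deposited table held 203 and 86 higher transcripts, of which 192 and 85 were also called here. Genes named above as called that the authors' deposited table did not call included ndk, PC2 and dd_Smed_v4_3524 in uninjured animals. In regenerating animals they included pitx, islet1, DHPS, EPHA4, COL4A6 (dd_Smed_v4_2500), HMCN1, SYT11, NLGN4Y and dd_Smed_v4_5204_0_1.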
